A study of Arabidopsis thaliana with 29 samples.

How the data were processed

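Per the labels' protocols, embryos were isolated by hand and moved away from maternal tissue in washing, and their RNA was amplified with an antisense RNA kit before TruSeq library preparation. Amplification can add variation that differs between genes and libraries. The labels state 3 technical libraries for the Col-0 × Tsu-1 zygotes and 2 for the globular Col-0 × Tsu-1 replicate 1, a mix of single-end and paired-end sequencing. Each such sample is 1 column and was counted as 1 replicate. The aligner, the counting tool, the genome build, the variant calls and the annotation are not stated, so no coordinates are given.

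The authors deposited total reads per gene in expected counts, not normalized, for 33341 genes in 29 libraries. Between 8.68% and 22.4% of a library's values were not whole, and all were rounded before testing. For parental contributions the authors deposited, for each stage and cross, the maternal fraction of each gene, an adjusted p-value and the count of variant reads, for exons (12448 genes) and introns (7795 genes), per the file headers. These values are pooled over the libraries of a group. How replicates entered the fractions and p-values, and which test gave the p-values, is not stated. The fractions are shrunk towards 0.5, which is the value of every gene with a count of 0. The deposited intronic fractions also lie on a scale from 0 to 1. Gene symbols came from the RefSeq annotation of the TAIR10.1 assembly, used for names only, in which 33056 of the 33341 identifiers matched and 10804 had a symbol.

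The tests of parental contributions had been designed for allele counts of each library. With pooled values, the planned edgeR fit of allele counts was replaced by the authors' deposited fractions and adjusted p-values, read in both cross directions. A gene was called maternal or paternal where both crosses had at least 10 variant reads, an adjusted p-value under 0.05 and the same parent higher, and accession-biased where the same accession was higher. No counts of alleles were reconstructed. Shares are read-weighted means of the fractions over nuclear genes, with Wilson 95% intervals from the variant read counts. Stages were compared by an exact two-sided permutation test over the 14 pooled shares, which replaced the planned test over libraries and was chosen once the values were known to be pooled. Medians of gene lists have bootstrap intervals over genes (10000 draws).

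Total counts were tested with edgeR 4.0.16 in R 4.3.3: filterByExpr, TMM normalization and quasi-likelihood F tests, two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Consecutive stages were fitted on their own libraries with cross direction as a covariate. Reciprocal crosses were fitted in one group-means model of all libraries with 14 residual degrees of freedom. Zygotes and ovules were fitted on their own. Levels are TMM-scaled CPM, or log2 CPM with a prior count of 1. DESeq2 1.42.0 was an alternative. Other work used Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1, and figures used matplotlib 3.10.9.

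On simulated counts with 200 genes changed 4-fold, the comparison of octant with globular recovered 98% (18870 genes tested, 10 false calls). The reciprocal comparison recovered 43% (22650 genes, 5 false calls) and the zygote and ovule comparison 45% (22710 genes, 1 false call). So the latter comparisons miss many changes of that size. No other pair of consecutive stages was simulated, and the reciprocal comparison was simulated at heart alone. Apart from the changed genes, the simulated crosses and stages did not differ. Recovery where the crosses themselves differ, as at zygote, is therefore not known.

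The comparisons, alternatives, marker lists (seed coat, endosperm, embryo patterning, seed storage and maturation) and the naming rule were fixed before the data were examined, except for the alternatives named as later choices where their effects are given and for the changes that pooled parental values required. Genes named for total reads have the largest absolute log2 fold change in each direction among those past the threshold with a mean log2 CPM of at least 5 and no overlap of the groups' libraries. For parental bias they are the 3 genes per parent with the largest departure at zygote, the 3 per parent called at most later stages and 1 per accession, with at least 20 variant reads in both crosses, which stood in for the libraries. Alternatives were another scaling, no filter, DESeq2, fits of more or fewer libraries, a replicate block and leaving out each library, and for the parental values other read minimums, a 2-fold departure and other ways to sum. Organelle genes were left out of the shares.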

Results

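RNA-seq read counts were analysed for hybrid Arabidopsis thaliana embryos from reciprocal crosses of the accessions Col-0 and Tsu-1, collected at 7 stages of development (zygote, octant, globular, heart, torpedo, bent and mature), and for unfertilized Col-0 ovules. Crosses are written with the mother first, so Col-0 × Tsu-1 embryos have a Col-0 mother. The table of total reads covered 29 libraries in 15 groups, 27 from hybrid embryos and 2 from ovules. Each group had 2 libraries, except the zygotes of Col-0 × Tsu-1 with 1 library, which joined 3 technical libraries from the same RNA. Library totals ranged from 0.69 M reads (bent Tsu-1 × Col-0 replicate 2) to 60.4 M reads (zygote Col-0 × Tsu-1). Other shallow libraries were globular Tsu-1 × Col-0 replicate 2 with 1.49 M reads and ovule replicate 2 with 2.85 M reads. A second table gave, for each stage and cross with its libraries pooled by the authors, the maternal fraction of reads covering a variant between the accessions. The crosses share their nuclear genotype and differ in which accession is the mother, so reading both directions separates the parent of an allele from its accession.

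The first question was what share of the embryo transcriptome carried the mother's allele at each stage. Shares were sums over nuclear genes of the authors' deposited fractions weighted by variant reads, from 2.54 to 11.2 M exonic variant reads per stage and cross. The authors' values are pooled over libraries, so no spread between replicates is given. Col-0 × Tsu-1 zygotes had only 1 library, so their values have no biological replicate. The maternal share of exonic variant reads was 78.3% in Col-0 × Tsu-1 zygotes and 81.2% in Tsu-1 × Col-0 zygotes. At octant it was 76.0% and 69.6%, and at globular 53.9% and 55.9%, in the same order of crosses. From heart to mature every stage and cross fell between 49.4% and 51.8%. Counting error alone gave Wilson 95% half-widths of at most 0.061 percentage points. These intervals cover counting error only, since amplified reads are not independent molecules, and the crosses differed by more than that at every stage. The mean of both crosses was 79.7% at zygote, 72.8% at octant and 54.9% at globular. Shares differed between stages in an exact permutation test of the between-stage F statistic over the 14 pooled shares (p = 0.000333, 45 of 135135 partitions into pairs; p = 0.000666 after Benjamini-Hochberg adjustment over the exonic and intronic tests). A comparison of one stage with the next has 2 shares against 2 and cannot give a two-sided exact p under 0.333. The alternative that moved these shares most was the mean of the fractions over genes, which gave 56.7% at globular.

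**Figure D1:**
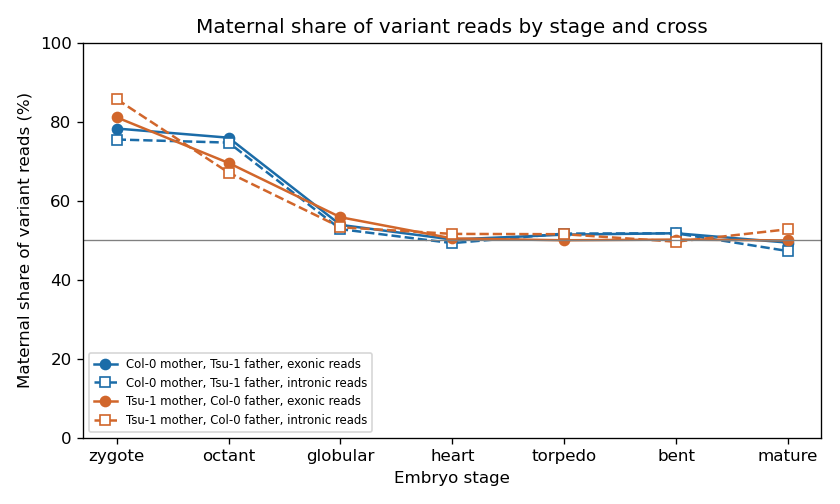
Maternal share of variant reads (y axis, percent) at the 7 embryo stages (x axis) for each cross; filled circles with solid lines are exonic reads and open squares with dashed lines are intronic reads, each point being the pooled value of a stage and cross. Exonic shares lie between 69.6% and 81.2% at zygote and octant and between 49.4% and 51.8% from heart on.

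Intronic variant reads were far fewer, from 12582 to 44273 per stage and cross, with Wilson 95% half-widths of up to 0.872 percentage points. Their maternal share was 75.5% and 85.7% at zygote, 74.8% and 67.2% at octant, and 52.8% and 53.3% at globular, for Col-0 × Tsu-1 and Tsu-1 × Col-0. From heart to mature it ranged from 47.3% to 52.8%. The same exact permutation test over stages gave p = 0.00448, and the same value after adjustment. Among the 182 genes with at least 10 exonic and 10 intronic variant reads in both crosses at octant, the median maternal percentage in Col-0 × Tsu-1 was 77.25% for exons and 82.7% for introns. In Tsu-1 × Col-0 it was 69.5% and 68.9%.

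Individual genes were then classed from the authors' deposited table, calling a gene where its adjusted p was under 0.05 in both crosses and at least 10 variant reads were present in each. Every zygote call depends on the 1 library of Col-0 × Tsu-1 zygotes and so has no biological replicate in that cross. Genes maternal in both crosses numbered 3103 of 7547 at zygote, 2394 of 8916 at octant, 158 of 8331 at globular, 19 of 8688 at heart, 16 of 9478 at torpedo and 4 of 7811 at bent. None of the 6335 genes was maternal in both crosses at mature. Genes paternal in both crosses numbered 17 at zygote, 11 at octant and 2 at globular, with 0 at the later 4 stages. Unadjusted p-values are not part of the values used here, so no count at an unadjusted threshold accompanies these zeros. Within single crosses at mature, 132 genes were called maternal and 69 paternal in Col-0 × Tsu-1, and 76 maternal and 105 paternal in Tsu-1 × Col-0. Requiring an adjusted p under 0.01 reduced the maternal genes at globular from 158 to 91. Of the 3103 maternal genes at zygote, 2919 had enough reads at octant and 1535 were called maternal there. Of the 2394 at octant, 1992 had enough reads at globular and 154 were called there.

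Genes with the same accession's allele higher in both directions numbered 232 at zygote (148 Col-0 and 84 Tsu-1), 163 at octant, 146 at globular, 127 at heart, 134 at torpedo, 107 at bent and 98 at mature (56 Col-0 and 42 Tsu-1). Of the 192 genes called so at 2 or more stages, 191 had the same accession higher at each, and 13 genes were called at all 7 stages. Across genes with at least 20 variant reads in both crosses, which are not independent replicates, the maternal fractions of the crosses had a Pearson correlation of 0.167 at zygote, 0.285 at octant, -0.166 at globular and -0.647 at mature.

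By the naming rule, the zygote genes with the largest maternal departure were AT3G46770, AT5G58782 (cPT6) and AT2G32790. In the authors' deposited table AT3G46770 was 99.9% maternal in Col-0 × Tsu-1 (533 variant reads, adjusted p = 1.34e-11). In the other cross the authors' deposited table gave it 99.98% (1060 reads, adjusted p = 6.94e-23). The paternal counterparts were AT4G13490, AT1G49290 and AT5G07655 (MIR5015). The authors' deposited table gave AT1G49290 a maternal percentage of 1.32% over 1463 reads and 0.0755% over 335 reads. Over the 6 later stages, AT4G12890 and AT5G51950 were called maternal at 4 stages each and AT1G61720 (BAN) at 3, as read from the authors' deposited table. BAN, a member of the seed coat list, was 99.95% and 99.81% maternal at octant in the authors' deposited table, over 8887 and 8517 reads. AT2G44925 was the only gene called paternal at 2 of these stages, octant and globular. AT1G49290 and AT4G16810 were called paternal at octant. AT2G09795 had the Col-0 allele higher and AT2G05914 the Tsu-1 allele higher at all 7 stages.

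Lists of marker genes fixed beforehand were read in the same way. Among seed coat genes with at least 10 variant reads, the median maternal percentage at zygote was 99.1% in Col-0 × Tsu-1 (15 genes) and 97.6% in Tsu-1 × Col-0 (14 genes). At octant it was 99.58% and 99.15% (15 genes each). Embryo patterning genes had medians of 54.0% (19 genes, bootstrap 95% interval 47.7% to 62.6%) and 65.2% (11 genes, 38.1% to 90.1%) at zygote. At octant these were 54.1% (14 genes, 47.4% to 70.5%) and 48.2% (16 genes, 42.65% to 56.3%). Of these genes 1 of 19 and 5 of 11 were called maternal at zygote, none in both crosses, and 4 of 14 and 1 of 16 at octant, 1 of them in both crosses. The medians of all genes at octant were 78.6% and 69.6%. Endosperm genes had octant medians of 64.98% (9 genes) and 62.65% (11 genes), and seed storage genes 62.1% and 41.4% (6 genes each). At zygote the endosperm medians were 69.4% and 63.65% (8 genes each). Seed storage genes had a zygote median of 69.4% in Col-0 × Tsu-1 (8 genes, interval 57.0% to 90.4%), with 1 called maternal. In Tsu-1 × Col-0 it was 7.34% (4 genes, interval 0.0649% to 99.55%), with 3 called paternal and 1 maternal. All these percentages derive from the authors' deposited table, whose unadjusted p-values were not used here, so no parental count adjusted over the list alone is given.

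**Figure D2:**
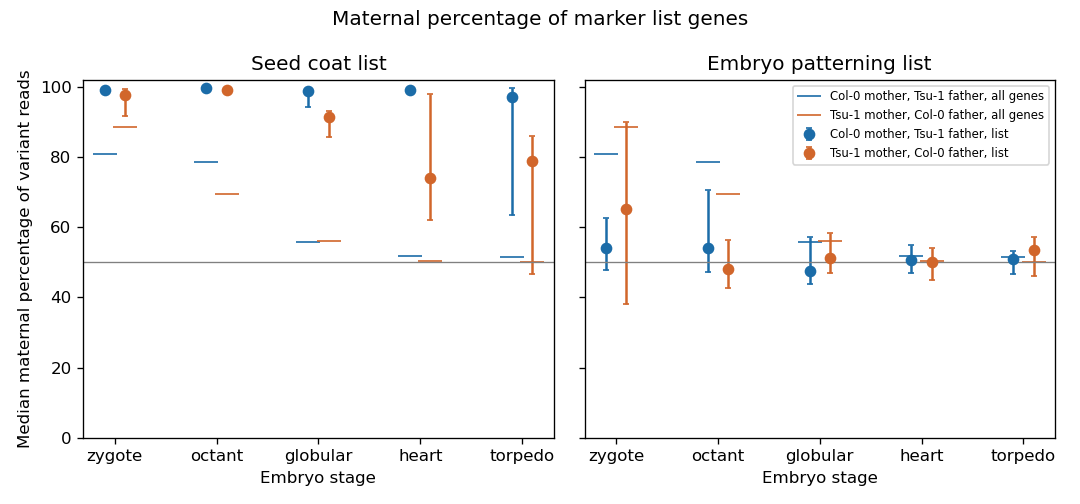
Median maternal percentage (y axis) of seed coat genes (left) and embryo patterning genes (right) with at least 10 variant reads, by stage from zygote to torpedo (x axis) and cross; circles are list medians with bootstrap 95% intervals over genes and dashes are medians of all genes. Seed coat genes lie at 97.6% or above at zygote and octant, and embryo patterning genes at 48.2% to 65.2%.

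Total read counts showed how far the libraries of a stage resembled each other. Pearson correlations of log2 CPM across 19359 genes between the 2 libraries of a group ranged from 0.889 (bent Tsu-1 × Col-0) to 0.985 (octant Col-0 × Tsu-1). The leading principal component held 40.1% of the variance and the next 19.3%. The 10 most abundant genes took 39.8% and 48.9% of reads in the Col-0 × Tsu-1 bent libraries, and 9.50% and 11.6% in those of Tsu-1 × Col-0. At mature they took 61.5% and 59.5%, and 24.5% and 25.5%.

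The mean log2 CPM of the 21 seed coat genes was 2.59 ± 0.096 (SD, n = 2) in ovules, 6.36 ± 0.22 (SD, n = 3) at zygote, 6.12 ± 0.17 (SD, n = 4) at octant, 3.96 ± 0.34 (SD, n = 4) at globular and 1.63 ± 0.40 (SD, n = 4) at heart. The 29 embryo patterning genes rose from 1.68 ± 0.30 (SD, n = 2) in ovules to 3.37 ± 0.42 (SD, n = 4) at octant and 5.01 ± 0.12 (SD, n = 4) at globular. The 22 endosperm genes were highest at octant, at 1.78 ± 0.48 (SD, n = 4). The 15 seed storage genes went from 2.99 ± 0.27 (SD, n = 4) at torpedo to 10.65 ± 1.25 (SD, n = 4) at bent and 14.48 ± 0.67 (SD, n = 4) at mature. In zygotes their mean was 2.89 ± 2.77 (SD, n = 3), with 6.06 in the Col-0 × Tsu-1 library and 1.69 and 0.91 in the others. At heart it was 1.22 ± 3.04 (SD, n = 4), with 5.69 in Tsu-1 × Col-0 replicate 2 and -1.14 to 0.20 in the other libraries.

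**Figure D3:**
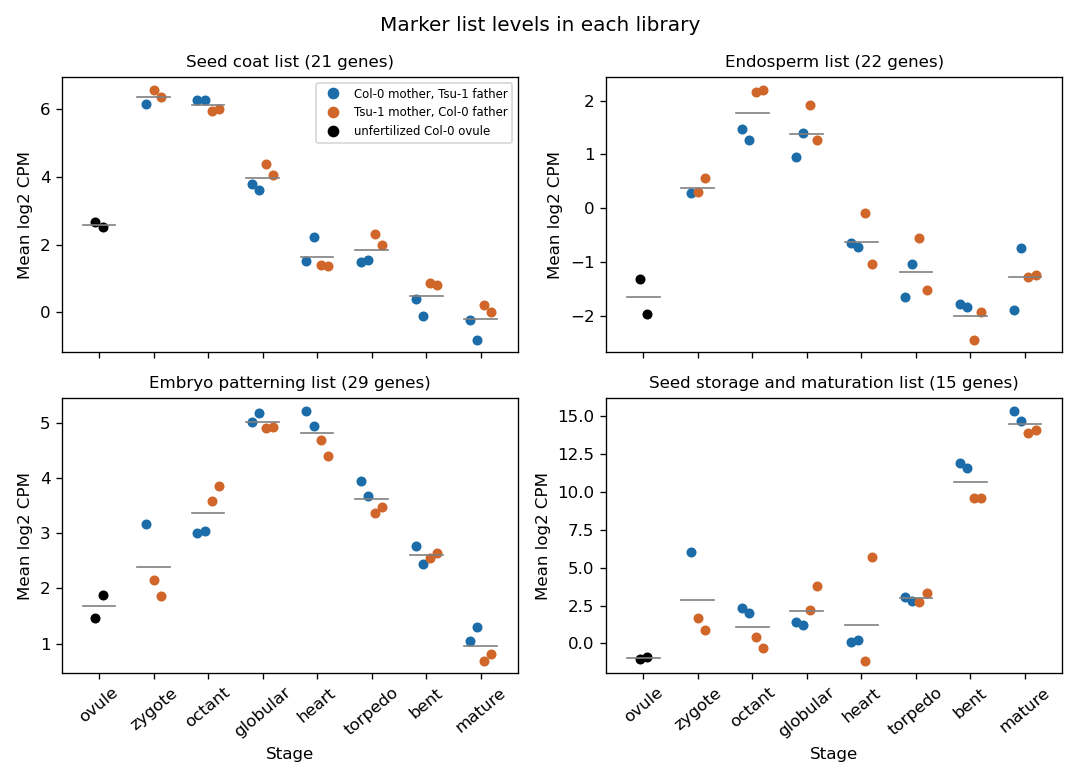
Mean log2 CPM (y axis) of each marker list in every library, by stage (x axis); blue points have a Col-0 mother, orange points a Tsu-1 mother, black points are ovules and grey bars are stage means. The seed coat list stands at 5.94 or above in every zygote and octant library and at 2.22 or below from heart to bent except in 1 torpedo library at 2.31.

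Genes that differed between consecutive stages were tested with edgeR's quasi-likelihood test on both crosses together, with cross direction as a covariate and Benjamini-Hochberg adjusted p under 0.05. This fit assumes the same change in both crosses. The interaction test reported below argues against that for many genes from zygote to octant and from heart to torpedo. From zygote to octant that test rests on 1 Col-0 × Tsu-1 zygote library. From zygote to octant 6880 of 19736 genes differed, 3316 higher and 3564 lower at octant. This count moved most when single libraries were left out, to 3042 and 3122 without octant Tsu-1 × Col-0 replicate 1 or 2 and to 12711 without the zygote Col-0 × Tsu-1 library. From octant to globular 7074 of 19070 genes differed (3230 higher, 3844 lower). Of 18299 genes, 2982 differed from globular to heart (1165 higher, 1817 lower), and 3671 of 18239 from heart to torpedo (1842 higher, 1829 lower). Single libraries moved both counts by more than 1.5 times. From globular to heart 1926 genes were called without heart Col-0 × Tsu-1 replicate 1 and 1976 without globular Tsu-1 × Col-0 replicate 1. From heart to torpedo 1925 and 2252 were called without heart Col-0 × Tsu-1 replicate 1 or 2, and 2383 without torpedo Col-0 × Tsu-1 replicate 1. Torpedo to bent gave 8172 of 18258 genes (4039 higher, 4133 lower) and bent to mature 9327 of 16974 (4341 higher, 4986 lower). In the seed coat list, 20 of 21 genes were lower at globular than at octant, both adjusted over the list alone and over all genes tested, with a median log2 fold change of -2.07 and no list gene at 3 reads or fewer in every library of a group. In the embryo patterning list 13 of 27 genes tested were higher at globular over all genes and 14 adjusted over the list alone, and 3 were lower by either adjustment. All 14 seed storage genes tested were higher at bent than at torpedo by either adjustment.

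The genes with the largest change by the naming rule included AT2G40170 (GEA6), which rose from bent to mature by 12.89 ± 1.25 on the log2 scale (SE, edgeR adjusted p = 3.87e-05), from 1.07 ± 1.48 to 9382 ± 4800 CPM (SD, n = 4 each). AT1G03890 rose from torpedo to bent by 13.01 ± 0.93 (SE, edgeR adjusted p = 5.90e-07), from 0.703 ± 0.879 to 4983 ± 2959 CPM (SD, n = 4 each). AT1G04660 rose from globular to heart by 6.86 ± 0.58 (SE, edgeR adjusted p = 5.07e-05), and AT1G06080 (ADS1) from octant to globular by 4.57 ± 0.46 (SE, edgeR adjusted p = 6.44e-05). AT4G36700 rose from heart to torpedo by 5.98 ± 1.25 (SE, edgeR adjusted p = 0.0106), with heart values of 4.03, 2.25, 7.76 and 137 CPM, the last in Tsu-1 × Col-0 replicate 2. The chloroplast gene ATCG01130 rose from zygote to octant by 4.99 ± 0.96 (SE, edgeR adjusted p = 0.00873). In the other direction the log2 fold change was -6.57 ± 0.53 for AT4G15735 (SCRL10) from globular to heart, -4.90 ± 0.73 for AT4G08870 (ARGAH2) from octant to globular and -7.70 ± 1.94 for AT2G34870 (MEE26) from bent to mature (SE). Their edgeR adjusted p-values were 4.48e-05, 0.000491 and 0.00689. The mature values of MEE26 were spread, at 5.84, 174, 0.399 and 0.631 CPM. AT5G10390 fell by 3.76 ± 0.44 from torpedo to bent (SE, edgeR adjusted p = 2.63e-05). AT1G12080 fell by 7.17 ± 1.5 from zygote to octant (SE, edgeR adjusted p = 0.0112), and its adjusted p was 0.0574 or 0.0514 without octant Tsu-1 × Col-0 replicate 1 or 2. AT5G61412 fell by 4.32 ± 1.32 from heart to torpedo (SE, edgeR adjusted p = 0.0457). Its adjusted p was 0.0820 without heart Col-0 × Tsu-1 replicate 1, 0.154 and 0.112 without torpedo Col-0 × Tsu-1 replicate 1 or 2, and 0.0901 without torpedo Tsu-1 × Col-0 replicate 2. How the authors assigned reads shared by similar or overlapping genes is not stated, so levels of members of gene families, such as SCRL10, are uncertain.

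Unfertilized ovules served as the maternal background of the zygote. Both ovule libraries were Col-0, while 2 of the 3 zygote libraries had a Tsu-1 mother, so maternal accession and stage are mixed in this comparison. In edgeR's quasi-likelihood test 2188 of 23297 genes differed between the 3 zygote and 2 ovule libraries, 1192 higher and 996 lower in zygotes. This count and its balance rested on single libraries. It was 11348 (4983 higher, 6365 lower) without the zygote Col-0 × Tsu-1 library, which sets zygotes with a Tsu-1 mother alone against Col-0 ovules. It was 674 (459 of them higher) without Tsu-1 × Col-0 replicate 1 and 411 (309 higher) without Tsu-1 × Col-0 replicate 2. In the seed coat list 12 of 21 genes were higher in zygotes over all genes tested, and 13 higher and 1 lower adjusted over the list alone, with a median log2 fold change of 4.80. AT2G38900 was higher in zygotes by 11.46 ± 1.75 (log2 scale, SE, edgeR adjusted p = 0.0160), at 1732 ± 151 CPM (SD, n = 3) against 0.797 ± 1.01 CPM (SD, n = 2). The log2 fold change of AT4G29030 was -4.88 ± 0.99 (SE, edgeR adjusted p = 0.0306), with an adjusted p of 0.0615 or 0.0855 without zygote Tsu-1 × Col-0 replicate 1 or 2.

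The reciprocal crosses were compared at each stage in one edgeR fit of all libraries and 25157 genes. Genes that differed numbered 894 at octant, 198 at globular, 1914 at heart, 3406 at torpedo, 3925 at bent and 3737 at mature. At heart 1254 genes were higher and 660 lower with a Tsu-1 mother. In replicate 2, 1 of the 2 libraries of that arm, 50 genes otherwise near absent at heart stood at a median of 4.54% of their level in bent Tsu-1 × Col-0 replicate 1. The heart comparison was not refitted without that library. Such a fit could be made, as at zygote, but the arm would have 1 library and no replicate check of its own. How far the 1254 and 660 genes rest on that library is therefore not known. Fitting the libraries of the stage alone moved the octant count most, to 5115. At zygote the count was 10096, but the Col-0 × Tsu-1 arm had 1 library, so this difference had no replicate check of its own and took its spread from the other groups. At bent 1430 genes were higher and 2495 lower with a Tsu-1 mother, and the median of all genes was -0.34. Under median-ratio scaling in the same test these became 2006 and 2070, with a median of -0.20. The DESeq2 Wald test gave 2318 higher and 2147 lower. No filter on low counts gave 2032 and 2100, and the libraries of the stage alone 1241 and 1403. A replicate block kept the excess, with 847 and 1700, as did a crossed block, with 1296 and 2176. The size of the excess at bent therefore rests on the scaling and on the genes and libraries fitted. By the naming rule, AT1G62500 was lower with a Tsu-1 mother at mature by 7.96 ± 1.25 (log2 scale, SE, edgeR adjusted p = 0.000156), with 430 and 1300 CPM against 3.99 and 3.0 CPM. AT2G01520 (MLP328) was higher with a Tsu-1 mother at zygote, at 1870 and 1350 CPM against 14.9 CPM in the single other library.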

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

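No test below was chosen after its result was seen. In stages with 4 libraries, 42 sets of 4 values (list levels, total reads, the share of the 10 most abundant genes and the organelle share) were searched for a value far from the other 3. Chance gives such a value in about 1 of 20 sets, or 2.1 sets, and 3 were found. The seed coat list in heart Col-0 × Tsu-1 replicate 2 stood at 2.22 log2 CPM against 1.38 to 1.52 in the other heart libraries. Total reads were 27.8 M in torpedo Col-0 × Tsu-1 replicate 1 against 9.08 to 10.7 M, and 26.8 M in mature Col-0 × Tsu-1 replicate 1 against 7.96 to 11.2 M. No explanation, technical or biological, was tested for these 3 values. Their number is close to the number chance gives, but the depth values were not isolated. Col-0 × Tsu-1 replicate 1 also had the most reads of its stage at globular (45.3 M), heart (34.0 M) and bent (33.7 M). At octant it had the fewest, 8.74 M.

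The change from one stage to the next was compared between the crosses with an interaction term in edgeR. From zygote to octant 7082 of 19736 genes had an interaction past the threshold, from octant to globular 321, from globular to heart 32, from heart to torpedo 1759, from torpedo to bent 7 and from bent to mature 643. Unequal depth as the whole cause was tested for the 2 largest counts. With every library thinned to the shallowest, 6104 genes passed the threshold from zygote to octant (8.74 M reads) and 1694 from heart to torpedo (8.08 M reads). For the other 4 transitions, each of which includes a library of 0.69 or 1.49 M reads, depth was not tested. The zygote interaction sets a single Col-0 × Tsu-1 library against 2, so a property of that library and a property of the cross are confounded. The library's storage transcripts are described among the other observations. From heart to torpedo, heart Tsu-1 × Col-0 replicate 2 showed transcripts otherwise found at bent, and leaving it out would leave an arm with 1 library, so no count is given. A difference in timing or in maternal effect between the crosses, which the design names, stays open and untested here.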

How the results depend on the processing

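The thresholds of 0.01 and the crossed block were chosen after seeing the data, and the other alternatives before. Of these, the read minimums and the departure from 50% were planned for values per library and took their pooled form after the tables were seen. Of the maternal shares, 10 of 21 values under alternatives moved by more than counting error, by at most 1.86 percentage points. The 21 include sums with organelle genes, which gave 79.734% against 79.741% at zygote. Organelle genes have no exonic values, so those sums added their intronic variant reads to the exonic reads of nuclear genes. Such sums are no test of the exonic shares. The mean over genes gave 78.5% at zygote, 56.7% at globular, 51.4% at heart, 51.2% at torpedo and 51.1% at mature. Leaving out the 100 genes with most variant reads gave 79.6% at zygote, 73.2% at octant, 55.9% at globular, 50.9% at heart and 51.0% at mature. The order of zygote, octant and globular was kept in all.

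Counts of parent- or accession-biased genes stayed within 1.5 times in 57 of 70 cases. The cases include the paternal counts from heart to mature and the maternal count at mature, which were 0. A stricter rule cannot raise a count of 0, so those outcomes were fixed in advance and show no stability. With at least 30 variant reads, paternal genes became 7 at octant and 1 at globular, maternal genes 9 at heart and 2 at bent, and accession-biased genes 95 at globular. With an adjusted p under 0.01, paternal genes became 11 at zygote and 1 at globular, maternal genes 91 at globular, 12 at heart, 8 at torpedo and 2 at bent, and accession-biased genes 93 at globular and 70 at bent. These follow from fewer genes passing a stricter rule.

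For the pooled parental values the following alternatives, meant for values per library, were not run: the mean over libraries, leaving out each replicate, DESeq2, a fit of all libraries and allele counts scaled to a median of 0. The read minimums and the 2-fold departure were applied to pooled values. No paired analysis was possible for them because the deposited values are pooled.

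For consecutive stages 25 of 30 counts stayed within 1.5 times. Fitting all libraries together gave 12212 genes from zygote to octant, 5375 from globular to heart and 7014 from heart to torpedo, and no filter gave 4816 from globular to heart. The fit of all libraries let the change differ between the crosses, which the main fit did not. The cause was not tested. For ovule to zygote, no filter gave 4708 genes, DESeq2 4996 and the fit of all libraries 13068 (5629 higher, 7439 lower, against 1192 and 996 in the main fit); the cause was not tested. Between the crosses, no filter gave 1393 genes at octant, 638 at globular and 2902 at heart, DESeq2 gave 505 at globular, and the libraries of the stage alone gave 5115 at octant and 72 at globular; the cause was not tested.

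Leaving out each library in turn gave from 3042 to 12711 genes from zygote to octant across 7 fits, 4894 to 7612 from octant to globular, 1926 to 3522 from globular to heart, 1925 to 3880 from heart to torpedo, 6939 to 8097 from torpedo to bent and 7909 to 9812 from bent to mature, across 8 fits each. From globular to heart the lowest came without heart Col-0 × Tsu-1 replicate 1, as from heart to torpedo. Ovule to zygote ranged from 411 to 11348 over 3 fits that each left out a zygote library, with more genes lower than higher only in the largest. Leaving out an ovule library, or any library between crosses, would leave an arm with at most 1 library. Those fits were not run, so how far these counts rest on single libraries was not tested.

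Replicate numbers did not pair the libraries: the correlation across genes of replicate differences between the crosses ranged from -0.254 to 0.0162 over 6 stages. With the replicate block, counts became 4478 from zygote to octant and 481 from ovule to zygote, and between crosses 66 at globular, 1074 at heart, 2228 at torpedo and 2547 at bent, and the other counts stayed within 1.5 times. A crossed block gave 205 genes at globular, 3777 at torpedo and 3472 at bent.

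The median over a list in place of the mean moved 13 of 32 levels: embryo patterning to 0.61 in ovules, 4.80 at octant, 5.31 at globular, 3.24 at torpedo, 2.28 at bent and 0.53 at mature, endosperm to -1.79, -3.68 and -1.83 at torpedo, bent and mature, seed coat to 6.76 at zygote and 5.67 at octant, and seed storage to -1.34 in ovules and 13.04 at bent.

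Of 180 values of 16 named genes under alternatives, 170 kept direction and significance and 10 passed above the threshold, with none reversed. These belonged to AT1G12080 (adjusted p from 8.77e-15 to 0.0574 over its alternatives), AT5G61412 (3.61e-06 to 0.154) and AT4G29030 (5.93e-11 to 0.0855), and 2 of the 10 came from the replicate block. Depth limits the bent and globular Tsu-1 × Col-0 groups, each with a library under 1.5 M reads.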

Other observations

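The tests of mapping preference, of an equal excess in all genes, of stored transcripts, of seed storage reads and of developmental progress were chosen only after the results they bear on were seen, as were the limits of the screen of library pairs. For the seed coat and ovule tests the quantity was chosen beforehand, but the bounds that decide them were set after the values were seen.

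The excess of maternal reads at zygote and octant was not shared evenly by all genes. Among 57 genes at least 8-fold higher in every heart library than in the ovule libraries, the median maternal percentage at zygote was 52.7% (bootstrap 95% interval 50.3% to 56.0%) against 81.8% for all genes. For 70 such genes at octant it was 52.0% (50.3% to 54.0%) against 71.8%. Preference for one accession's allele in mapping cannot give a maternal excess in both directions, and the lower zygote share was 78.3%. Shrinkage of low-depth genes would leave no fall in deeply covered genes, but over 960 genes with at least 100 variant reads in all 14 groups the maternal percentage fell by a median of 16.2 points from octant to globular. Genes with at most 3 reads in each ovule library were less maternal at zygote, at 57.1% (interval 52.0% to 63.5%, 91 genes), with most of the excess over 50% gone. The interval leaves out 50% by a small margin and genes at that limit are not proven absent, so transcripts already in the ovule as the whole cause are neither excluded nor borne out.

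A candidate source is maternal seed coat RNA in the early samples. If it were the whole cause, embryo patterning genes would sit near 50% while seed coat genes sat near 100%. Averaged over both crosses, 14 embryo patterning genes had a median of 50.4% at octant (interval 48.15% to 56.7%) and seed coat genes 99.04%. At zygote 11 embryo patterning genes had 54.1% (interval 44.0% to 73.1%) and seed coat genes 97.7%. No gene was in more than 1 list. At 10 CPM or more in every library, 8 of the 29 embryo patterning genes were found in ovules and 19 in heart embryos, and of the 21 seed coat genes 8 in ovules and 3 in heart embryos. The most abundant seed coat genes at octant were AT5G13930 at 1539 ± 457 CPM, AT4G22880 at 692 ± 110 CPM and AT5G17220 at 619 ± 150 CPM (SD, n = 4), against 27.6, 1.51 and 3.15 CPM on average in ovules. At zygote this decides nothing: in Tsu-1 × Col-0 alone the interval ran from 38.1% to 90.1% over 11 genes, past the 88.5% of all genes, with 5 called maternal and 0 paternal. At octant the median is borne by most genes but not all, with 4 of 14 called maternal and 1 paternal in Col-0 × Tsu-1, and 1 of 16 each way in Tsu-1 × Col-0. A gene called maternal counts against the seed coat as the whole cause unless the seed coat expresses it or its alleles differ by accession, which was not tested gene by gene. Stored egg transcripts are a rival that would leave the same trace, since newly made embryo transcripts would sit near 50% in either case. Spliced stored transcripts as the whole cause at octant are argued against by intronic variant reads, which were 71.0% maternal there, although retained introns could be stored as well. Dilution of stored transcripts would lower the seed coat list from zygote to octant. Its median log2 fold change was -0.60, but its genes went both ways, with 6 of 21 lower and 2 higher past the threshold, so this decides nothing and storage of these transcripts stays open. Preferential transcription of the maternal allele, which the series set out to examine, also stays open for the genes that are not near 50%. No profile of seed coat or egg was among the libraries analysed here.

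Seed storage transcripts stood out in heart Tsu-1 × Col-0 replicate 2 and in the zygote Col-0 × Tsu-1 library. For 258 ordered pairs of libraries, genes at 200 CPM or more in one and at most 2 CPM in the other's stage mates were followed. In the heart library all 50 such genes of bent Tsu-1 × Col-0 replicate 1 were present at a near-constant 4.54% of their bent level, with a Spearman rho across genes of 0.992 and an interquartile range of 0.19 on the log2 scale. The range was 0.76 against the other Tsu-1 × Col-0 bent library and 3.24 against the best mature library, which argues against mature embryos. This is consistent with reads of that one bent library in the heart library, by mixing of material or of index reads, which the tables do not separate. In the zygote library the storage genes were raised without such proportion: the smallest interquartile range against a mature library was 2.40 and against any library 2.05. This argues against a fixed share of reads from mature embryos or from another library analysed here, and the source stays open. The next tightest pairs were torpedo Tsu-1 × Col-0 replicate 1 with the 2 octant libraries of the same cross, at 2.87% and 2.53%, with interquartile ranges of 0.35 and 0.32 and rho of 0.772 and 0.851. By limits of 0.9 on rho and 0.5 on the range, 1 of the 258 pairs passed. The screen was run on TMM-scaled CPM before CPM of raw totals was chosen. In that run 2 of 239 pairs passed, the heart library with the same bent library (range 0.20, rho 0.987) and torpedo Tsu-1 × Col-0 replicate 1 with octant Tsu-1 × Col-0 replicate 2 (28 genes, range 0.24, rho 0.915). Reads shared by this torpedo library and the octant libraries therefore stay open.

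The bent crosses differed in 3925 genes and in storage levels, with 11.89 and 11.57 log2 CPM for Col-0 mothers and 9.56 and 9.59 for Tsu-1 mothers. Slower progress of one cross would correlate the difference with the change from torpedo to mature. The correlation across 19359 genes was -0.13, in the expected direction. The same measure between each other stage and its neighbours was 0.29 at octant, -0.18 at globular, 0.16 at heart and 0.033 at torpedo. A value of this size therefore does not set bent apart, so timing and maternal genotype cannot be told apart here.

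For each pair of consecutive stages, all 35 splits of the libraries into groups of the same sizes were fitted. Only 1 of the 35, the real one, gave as many genes in each of the 6 comparisons. The next largest counts were 11 from zygote to octant, 1 from octant to globular, 2 from globular to heart, 649 from torpedo to bent, and 0 in the other 2. Each count above 0 came from the split of Col-0 mothers against Tsu-1 mothers, fitted without the cross covariate. Such counts compare the crosses and are no measure of chance. All remaining splits gave 0.

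Organelle genes were meant to check the cross direction, since organelles come from the mother. The parental table held 10 such genes, with intronic values only. Of the 8 with at least 10 reads in both crosses, 4 were above 50% maternal at every such stage in both. ATMG00090 was 0.104% to 1.42% maternal in Col-0 × Tsu-1 and 98.7% to 99.5% in Tsu-1 × Col-0. The check therefore gives no clear answer about the labels.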
